A study of Homo sapiens with 4 samples. Its data were reported in "SIRT1 coordinates with the CRL4B complex to regulate pancreatic cancer stem cells to promote tumorigenesis" (2021).

How the data were processed

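Gene expression was measured by RNA-seq in PANC-1 cells, an established human pancreatic cancer cell line. The labels place 4 libraries in 2 groups: 2 Control libraries and 2 libraries from cells transfected with small interfering RNA against SIRT1 (siSIRT1). The labels carry no batch or date. Per the labels, total RNA was taken with Trizol and libraries were made with the sequencing provider's standard protocol. Pairs of libraries across the groups share the replicate numbers 1 and 2 in their titles, and the pairing used below comes from those numbers alone.

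The authors deposited 1 table per library with FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library), rounded to 2 decimals, for 16878 genes. FPKM divides each gene's fragments by transcript length and by the library's total, so a few strongly changed abundant genes can shift the values of all others, and no further scaling between libraries is stated. The aligner, the quantification tool, the genome build and any filters used for the RNA-seq are not stated. Each gene is named by its Entrez identifier, its RefSeq transcripts and a symbol. Isoforms are pooled into the gene. How reads shared by overlapping genes or near-identical copies were assigned is not stated, nor is whether the counting used strand. In the tables, 26 symbols had been turned into calendar dates. Identifiers were therefore matched to the current symbols of a RefSeq gene table (assembly GRCh38.p14, used for names only), which covered 16846 of the 16878 identifiers. Gene coordinates, transcript lengths, GC content and 3' UTR sequences were taken from the canonical transcripts of GENCODE release 44 mapped to GRCh37. The tables give no coordinates of their own.

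The planned test for count tables was not used, because the values were FPKM. The alternative fixed for that case was applied: limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes with a mean-variance trend, on log2(FPKM + 1), for genes with a mean of at least 1 FPKM over the 4 libraries. This left 12191 genes. Fold changes are on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes. P-values are two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The study's own thresholds, a fold change above 1.2 and p below 0.001, were applied to the same fit. The study does not say whether its p was adjusted, and the unadjusted p was used here. Gene lists were tested with limma's camera with an inter-gene correlation of 0.01, adjusted over 12 lists. The lists, the test and the first alternatives were fixed before the data were examined. The genes named are SIRT1, the members of the sirtuin, CRL4B, stemness, promoter target, tumor suppressor, epithelial-mesenchymal and autophagy marker lists, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 FPKM and no overlap between the groups. Other genes are named only where it is said that they were chosen after their values were seen.

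The alternatives chosen then were a pseudocount of 0.1, no filter on low values, quantile normalization, the replicate number as a block, leaving out each library in turn, and for gene lists the fry rotation test and camera with the inter-gene correlation estimated from the data. Alternatives added after the data were seen were median-of-ratios scaling, upper-quartile scaling, scaling to equal FPKM sums, removal of each library's smooth trend on GC content or on transcript length (lowess span 0.3, each also with the replicate block), eBayes without the trend, and limma's treat against a fold of 1.2. The treat test was used for numbers of genes only. Ranges of adjusted p over the alternatives, for genes and lists, leave out treat and the fits without 1 library.

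The depth of each library was estimated from the values. The candidates were 514 genes with a single exon and a single listed transcript. The low FPKM values of 66 to 87 of them per library were tested for steps of 1 read, with a length offset of 80 bases. The step scores ran from 0.513 to 0.686, against at most 0.183 when the values were jittered. On simulated values for the 514 genes, the largest error of the depth was 0.2%. The estimates were 8990000 and 9140000 reads in Control and 8770000 and 8950000 reads in siSIRT1. Reads behind a gene were derived from these depths and the canonical transcript length, and are approximate where a gene has several isoforms. A floor of 3 reads covers counting error only.

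The test was checked on simulated data with 200 changed genes among 12003 genes. It called 95.3% of the genes changed 1.5-fold and 100% of those changed 2-fold or 4-fold, and 7.1% of its calls were false. In the simulation over 12191 genes, 4 of 4 raised lists and 0 of 36 unchanged lists were called. These were random lists with independent noise and no changed genes outside the raised lists. The result therefore says nothing about false calls for lists of genes that vary together. For heptamers in 3' UTRs, log2 fold changes were adjusted for 3' UTR length, 3' UTR GC content and expression by linear regression (numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15), and genes with and without each heptamer were compared. That comparison used 3' UTRs of at least 50 bases and heptamers with at least 50 genes on each side. Figures were drawn with matplotlib 3.10.9.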

Results

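The transcriptome of PANC-1 cells was compared between 2 Control libraries and 2 libraries made 48 h after transfection with siRNA against SIRT1, an NAD-dependent protein deacetylase. The comparison asks which transcripts depend on SIRT1 in a pancreatic cancer cell, and whether stemness, tumor suppressor, epithelial-mesenchymal and autophagy genes are among them. FPKM values were given for 16878 genes per library, of which 425 were at 0 in all 4 libraries. A value of at least 1 FPKM was reached by 12123 and 12133 genes in Control and by 12142 and 12171 genes in siSIRT1. Estimated depths were 8990000 and 9140000 reads in Control and 8770000 and 8950000 reads in siSIRT1. The summed FPKM was 402197 and 397094 in Control and 426279 and 408390 in siSIRT1. The 10 most abundant genes held 10.6% of the sum in each Control library, and 10.2% and 9.65% in the siSIRT1 libraries.

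Over the 12191 genes with a mean of at least 1 FPKM, Pearson's r across genes on the log2 scale was 0.995 between the Control libraries and 0.993 between the siSIRT1 libraries, against 0.967 to 0.971 between groups (genes are not independent replicates). The SD of the log2 difference was 0.16 within Control and 0.21 within siSIRT1, and 0.41 to 0.44 between groups. For genes with 300 to 3000 reads, the squared difference was on average 1.87 times counting noise between the Control libraries and 6.27 times between the siSIRT1 libraries, and at least 30.2 times between groups. Neither pair agreed within counting noise, so neither was counted as 1 library. Repeat preparations of the same RNA would also differ by more than counting noise, and the libraries were kept as 4 replicates because the labels list them so.

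The knockdown target was examined first. SIRT1 (Entrez gene 23411, GRCh37 chromosome 10, 69644414 to 69678147, plus strand) was at 10.5 and 10.3 FPKM in the Control libraries and at 1.80 and 2.05 FPKM in the siSIRT1 libraries. The means were 10.4 ± 0.15 and 1.92 ± 0.18 FPKM (SD, n = 2 each), so that 18.6% of the Control level remained. About 379 and 377 reads lay behind the Control values, and 64 and 74 behind the siSIRT1 values. The log2 fold change was -1.96 with a standard error of 0.11 and an adjusted p of 1.33e-05 (limma). With the replicate number as a block the adjusted p was 7.06e-09. The block cannot move the log2 fold change in this balanced design. The standard error with the block was 0.12, so the lower p did not come from a smaller standard error. The adjusted p ran from 7.06e-09 to 0.00423 over the alternatives. The estimate moved most with a pseudocount of 0.1, to -2.37. The sequence the study lists for this siRNA matched the SIRT1 transcript at 1 place of 19 bases in the coding sequence, across the junction of exons 5 and 6 of 9 (GRCh37 chromosome 10, 69666687 to 69666694 and 69667803 to 69667813).

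**Figure D1:**
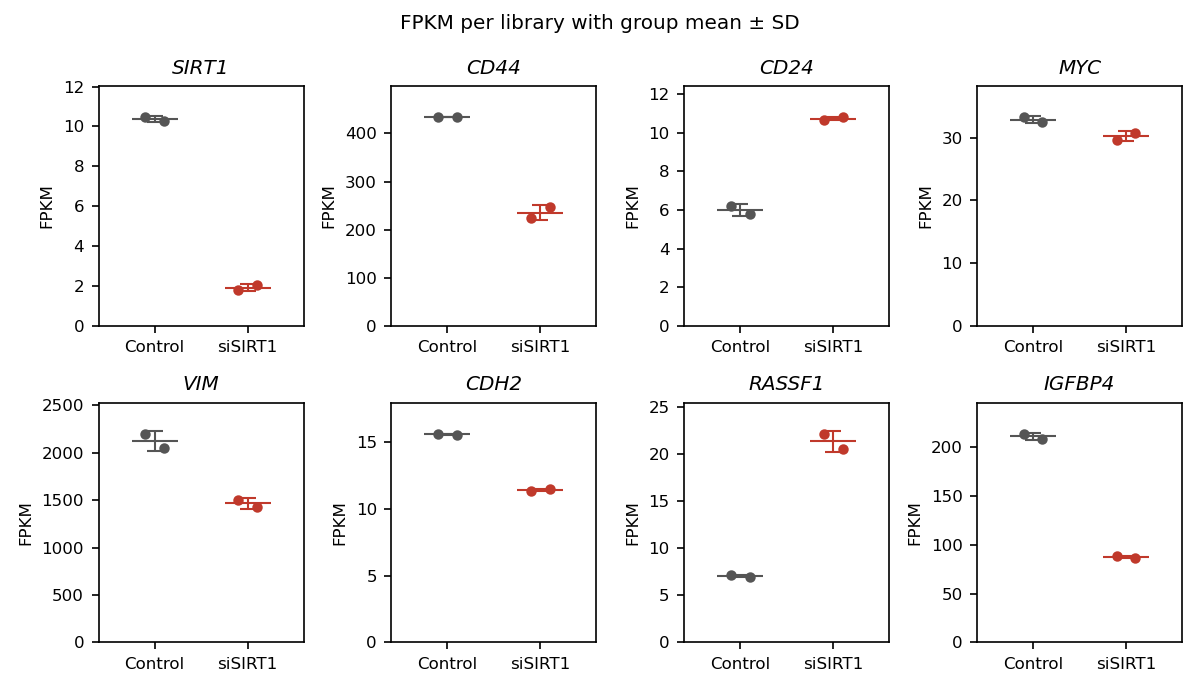
FPKM of 8 genes in each library, with Control in gray and siSIRT1 in red, points for libraries, and a horizontal bar with whiskers for the mean ± SD (n = 2). SIRT1 fell from 10.4 to 1.92 FPKM and CD44 from 433 to 236 FPKM, RASSF1 rose from 7.03 to 21.4 FPKM, and MYC did not pass the adjusted threshold.

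Across the transcriptome, 4521 of 12191 genes (37.1%) had an adjusted p under 0.05 by limma, 2930 higher and 1591 lower in siSIRT1. Among them, 137 rose and 171 fell by more than 2-fold. In 8414 genes (69%) the values of the groups did not overlap, where chance gives 33.3%. Same-numbered libraries deviated from their group means with a correlation of 0.123 across genes. With the replicate number as a block, 5393 genes passed, 3485 higher and 1908 lower, and these included all 4521 of the fit without the block. The split between rises and falls moved with the scaling. Rises made up 64.8% of the calls without scaling, 55.6% with equal FPKM sums (2302 higher, 1842 lower), 53.3% with quantile normalization (2279 higher, 1996 lower), 51.3% with upper-quartile scaling (2146 higher, 2038 lower) and 49.6% with median-of-ratios scaling (2023 higher, 2053 lower). They made up 51.6% with the GC adjustment (2351 higher, 2208 lower) and 49.9% with the length adjustment (2333 higher, 2340 lower). The total was most affected by testing against a fold of 1.2, which left 1364 genes.

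**Figure D2:**
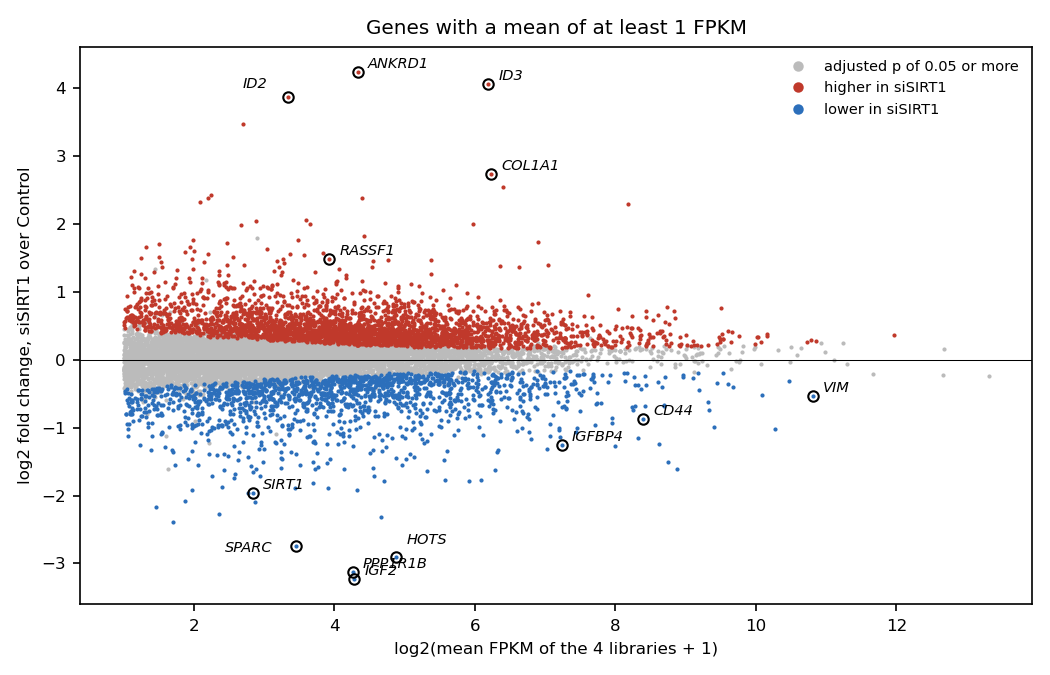
Log2 fold change of siSIRT1 over Control (vertical axis) against the log2 of the mean FPKM plus 1 (horizontal axis) for 12191 genes, each a point. Red points are the 2930 genes that were higher and blue points the 1591 that were lower at an adjusted p under 0.05, gray points did not pass, and circles mark genes named in the text, with ANKRD1 at 4.23 and IGF2 at -3.23.

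At the study's thresholds, a fold change above 1.2 and p under 0.001, with p taken as unadjusted, 2207 genes passed, 1367 higher and 840 lower. With the replicate block the number was 3179, 2020 higher and 1159 lower. Quantile normalization gave 916 higher and 997 lower, and median-of-ratios scaling gave 849 higher and 1077 lower. Without any test, 5054 genes were past a fold of 1.2, 3161 higher and 1893 lower, and median-of-ratios scaling turned this split to 2240 higher and 2510 lower.

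**Figure D3:**
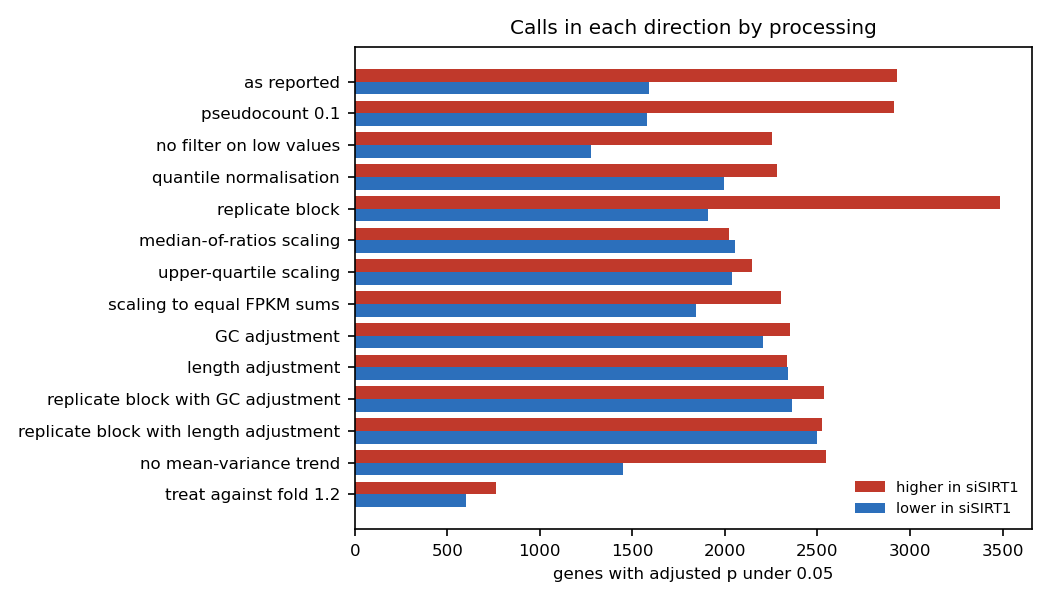
Number of genes with an adjusted p under 0.05 (horizontal axis) under each way of processing the values (rows), in red for genes higher and in blue for genes lower in siSIRT1. As reported the numbers were 2930 and 1591, and with median-of-ratios scaling they were 2023 and 2053.

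The 5 largest rises were those of ANKRD1, ID3, ID2, SERF1A and COL1A1. Their order depended on the pseudocount. At 0.1 the log2 fold changes were 6.60 for SERF1A, 5.52 for ID2, 5.04 for ANKRD1, 4.21 for ID3 and 2.80 for COL1A1. ANKRD1 (Entrez gene 27063, GRCh37 chromosome 10, 92671853 to 92680844) rose from 1.04 ± 0.04 to 37.2 ± 0.76 FPKM (SD, n = 2), a log2 fold change of 4.23 with a standard error of 0.10 and an adjusted p of 1.08e-07. ID3 (chromosome 1, 23884417 to 23885992) rose from 7.26 ± 0.40 to 136 ± 8.75 FPKM, a log2 fold change of 4.06 with an adjusted p of 5.31e-08. ID2 (chromosome 2, 8818975 to 8824591) rose from 0.30 ± 0.06 FPKM, about 4 and 3 reads, to 17.9 ± 0.25 FPKM, with a log2 fold change of 3.87 and an adjusted p of 3.70e-07. COL1A1 (chromosome 17, 48261462 to 48278993) rose from 18.5 ± 0.43 to 129 ± 3.54 FPKM, a log2 fold change of 2.74 with an adjusted p of 1.08e-07. SERF1A (chromosome 5, 70196496 to 70214357) was listed at 0.01 and 0 FPKM in Control and at 6.57 and 15.4 FPKM in siSIRT1, but it shares reads with its near-identical copy SERF1B and its change is uncertain. The sum of SERF1A and SERF1B was 25.9 FPKM in Control and 27.9 FPKM in siSIRT1.

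The 5 largest falls were those of IGF2, PPP1R1B, HOTS, SPARC and TNFAIP8L2-SCNM1. With a pseudocount of 0.1 TNFAIP8L2-SCNM1 came first among these 5, at a log2 fold change of -5.42 against -3.58 for IGF2. IGF2 (Entrez gene 3481, GRCh37 chromosome 11, 2150342 to 2179621) fell from 34.2 ± 0.40 to 2.76 ± 0.28 FPKM (SD, n = 2), a log2 fold change of -3.23 with a standard error of 0.09 and an adjusted p of 3.35e-07. PPP1R1B (chromosome 17, 37782993 to 37792879) fell from 33.4 ± 0.88 to 2.92 ± 0.09 FPKM, a log2 fold change of -3.13 with an adjusted p of 3.28e-07. SPARC (chromosome 5, 151040657 to 151066536) fell from 18.02 ± 1.3 to 1.85 ± 0.38 FPKM, a log2 fold change of -2.74 with an adjusted p of 3.93e-06. HOTS, which overlaps the H19 locus on the other strand, fell from 51.0 ± 0.13 to 5.97 ± 0.34 FPKM, with a log2 fold change of -2.90 and an adjusted p of 3.00e-07. TNFAIP8L2-SCNM1 was listed at 2.76 and 6.28 FPKM in Control and at 0 in both siSIRT1 libraries. It is a readthrough gene that shares its exons with its neighbors, and strand use in the counting is not stated, so the values of TNFAIP8L2-SCNM1 and HOTS are uncertain.

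Of the other sirtuins, 5 were tested and 2 passed, both over all genes and over the list alone. SIRT7 rose from 22.6 ± 0.84 to 31.9 ± 2.31 FPKM (SD, n = 2), with a log2 fold change of 0.47 and an adjusted p of 0.00180. SIRT2 rose from 63.6 ± 2.02 to 77.9 ± 5.53 FPKM, with a log2 fold change of 0.29 and an adjusted p of 0.0110 that became 0.0779 under median-of-ratios scaling and ran from 0.000610 to 0.0779 over the alternatives. SIRT3, SIRT5 and SIRT6 did not pass, and SIRT4 was below the filter at 0.59 FPKM in Control. Within the CRL4B ubiquitin ligase, CUL4B was at 27.9 ± 1.35 FPKM in Control and 28.4 ± 4.34 FPKM in siSIRT1 (adjusted p 0.903), and CUL4A and DDB1 did not pass either. RBX1 rose from 17.5 ± 1.36 to 23.9 ± 3.08 FPKM, with a log2 fold change of 0.43 and an adjusted p of 0.0102 that became 0.0639 with no filter on low values and ran from 0.000262 to 0.0639 over the alternatives.

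Among 9 stemness genes, 7 were tested and 2 passed over all genes, and 3 passed over the list alone. CD44 (chromosome 11, 35160429 to 35253949) fell from 433 ± 0.21 to 236 ± 15.6 FPKM (SD, n = 2), a log2 fold change of -0.88 with a standard error of 0.07 and an adjusted p of 4.22e-05. Its 3' UTR holds the heptamer CAAACAA, and the 1774 genes with that heptamer had an adjusted log2 fold change that differed by -0.12 from that of genes without it. CD24 rose from 5.99 ± 0.30 to 10.7 ± 0.09 FPKM, a log2 fold change of 0.75 with an adjusted p of 0.000623. EPCAM went from 6.02 ± 0.96 to 9.20 ± 2.84 FPKM, with an adjusted p of 0.0555 that was 0.0122 with the replicate block and ran from 0.0122 to 0.196 over the alternatives. MYC went from 32.8 ± 0.53 to 30.2 ± 0.80 FPKM with an adjusted p of 0.196, and from 0.0294 to 0.292 over the alternatives. POU5F1, KLF4 and NANOG differed by less than the spread between replicates could resolve, with adjusted p-values of 0.896, 0.707 and 0.878. POU5F1, NANOG and CD24 have processed pseudogenes of similar sequence, and their values are uncertain to that extent. SOX2 was at 0.28 and 0.23 FPKM in Control and 0.15 and 0.05 FPKM in siSIRT1, or at most about 6 reads. PROM1, which encodes CD133, was listed at 0.03 and 0 FPKM in Control and at 0 in both siSIRT1 libraries, so that a difference was not detectable at this depth.

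Of 9 genes whose promoters the study examined as joint SIRT1 and CUL4B targets, 7 were tested and 0 passed, over all genes or over the list alone, and 0 had an unadjusted p under 0.05. FOXO3 (chromosome 6, 108881038 to 109005977) was at 14.3 ± 0.29 FPKM in Control and 13.8 ± 1.80 FPKM in siSIRT1 (SD, n = 2), a log2 fold change of -0.06 with a standard error of 0.10 and an adjusted p of 0.692. GRHL3 (chromosome 1, 24526048 to 24690972) was at 16.8 ± 1.1 and 16.2 ± 1.12 FPKM, a log2 fold change of -0.06 with a standard error of 0.09 and an adjusted p of 0.655. AFDN, PRDM2, MOB1A, DLG1 and CTNNA1 did not pass either. NAV3 and CTNNA3 were below the filter. NAV3 was at 0.57 ± 0.04 and 0.45 ± 0.02 FPKM.

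Among 12 tumor suppressor genes, 6 were tested and 4 passed, 1 higher and 3 lower, and 4 passed over the list alone. RASSF1 (chromosome 3, 50367213 to 50378411) rose from 7.03 ± 0.13 to 21.4 ± 1.11 FPKM (SD, n = 2), a log2 fold change of 1.48 with a standard error of 0.09 and an adjusted p of 1.34e-05. IGFBP4 (chromosome 17, 38599702 to 38613977) fell from 211 ± 3.80 to 87.8 ± 1.04 FPKM, a log2 fold change of -1.26 with an adjusted p of 3.38e-06. FHL1 fell with a log2 fold change of -0.68 and an adjusted p of 0.000726, and AXIN2 with a log2 fold change of -0.44 and an adjusted p of 0.0306. FEZ1 and GRHL3 did not pass.

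Of 6 epithelial and mesenchymal markers, 5 were tested and 2 passed, both over all genes and over the list alone. VIM (chromosome 10, 17270240 to 17279592) fell from 2123 ± 106 to 1465 ± 54.4 FPKM (SD, n = 2), a log2 fold change of -0.53 with an adjusted p of 0.00126. CDH2 (chromosome 18, 25512843 to 25757910) fell from 15.6 ± 0.06 to 11.4 ± 0.09 FPKM, a log2 fold change of -0.42 with an adjusted p of 0.00427, and its 3' UTR also holds CAAACAA. The epithelial genes CDH1, CTNNA1 and JUP did not pass, and PRRX1 was at 2 reads or fewer in each library. Of the autophagy markers, SQSTM1 (encoding p62) fell from 432 ± 5.58 to 344 ± 13.4 FPKM, a log2 fold change of -0.33 with an adjusted p of 0.00363. MAP1LC3B went from 31.9 ± 0.25 to 36.4 ± 1.1 FPKM, with an adjusted p of 0.0505 that was 0.0284 with the replicate block and ran from 0.0284 to 0.402 over the alternatives.

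As whole lists, 2 of the 12 were shifted against all other genes by camera at an adjusted p under 0.05, with and without the replicate block. The S-phase and replication list was higher in siSIRT1, with a median log2 fold change of 0.37 over 40 genes, 36 of them higher and 4 lower. Its adjusted p was 2.60e-05 without the replicate block and 5.82e-05 with it. Of its genes, 25 passed over all genes and 26 over the list alone. The G2/M list had a median log2 fold change of 0.18 over 36 genes, 30 higher and 6 lower, with an adjusted p of 0.0350 without the block and 0.0339 with it. Of its genes 15 passed, over all genes and over the list alone. The adjusted p ran from 1.11e-06 to 0.558 over the alternatives for the first list and from 0.00879 to 0.793 for the second, with the highest values when the inter-gene correlation was estimated from the data. The lysosome list was not shifted by camera (adjusted p 0.765, and 0.795 with the block). Camera looks for a shift of a list in 1 direction, so rises and falls within a list can cancel. Of the 112 tested lysosome genes 61 were higher and 51 lower, and 34 rose and 19 fell at an adjusted p under 0.05, 53 in all and 55 over the list alone. Over all genes 4521 of 12191 passed (37.1%), and whether the lysosome list held more changed genes than that was not tested. The core autophagy list was not shifted (adjusted p 0.755, and 0.763 with the block), with 8 rises and 5 falls among 39 genes. The tumor suppressor and epithelial-mesenchymal lists each had an adjusted p of 0.229, which was 0.260 and 0.219 with the block. By the fry rotation test the adjusted p was 0.0319 and 0.0326 for these lists, and 0.0377 for both the core autophagy list and the lysosome list. That test asks whether a list changed at all, not whether it changed more than other genes.

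**Figure D4:**
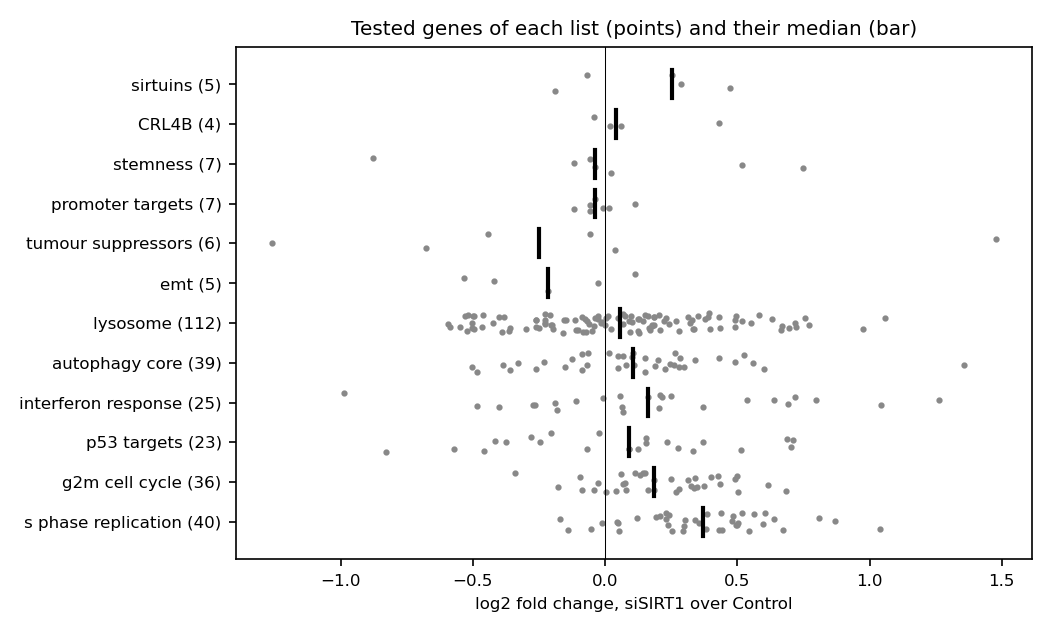
Log2 fold change of siSIRT1 over Control (horizontal axis) for the tested genes of 12 lists fixed before the data were examined, with a point per gene, a black bar at the median and the number of tested genes in parentheses. The S-phase list has its median at 0.37 and 36 of 40 genes above 0, and the lysosome list has 61 of 112 genes above 0.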

Values the study reported

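With siRNA against SIRT1 in PANC-1 cells, the study reported that 3651 genes went up and 2211 went down relative to control, at thresholds of a fold change above 1.2 and p below 0.001.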

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

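The alternatives with median-of-ratios, upper-quartile or equal-sum scaling, the GC and length adjustments, the fit without the mean-variance trend and the test against a fold of 1.2 were chosen after seeing the data. The others were chosen before. Those that need read counts (other count normalizations, count filters, count-based tests and a Poisson test) were not run, because the values are FPKM.

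The number of genes with an adjusted p under 0.05 was 4521. It lay between 3531 (no filter on low values) and 5393 (replicate block) under every alternative except the test against a fold of 1.2, which gave 1364 genes, and the cause was not tested beyond that stricter null. Not all of the same genes passed again. Of the 4521 calls, 3253 also passed with no filter on low values, 3614 with median-of-ratios scaling and 3858 with the length adjustment. All 4521 passed with the replicate block, and 1364 in the test against a fold of 1.2. Under the pseudocount, quantile, scaling, GC and length alternatives, 8 of the 4521 calls changed sign, all under the length adjustment, with or without the replicate block. The GC and length adjustments could not move genes without an annotated transcript, 27 of them called, among them CD24, HOTS and TNFAIP8L2-SCNM1. The block alone, the filter, the trend and the test against a fold of 1.2 leave the fold changes as they are, so they cannot change a sign. Scaling moved the share of rises from 64.8% to as little as 49.6%. At a fold of 1.2 and p under 0.001 the number was 2207. It fell to 1110 with no filter on low values and to 1376 without the mean-variance trend, and the cause was not tested. It was 894 when p came from the test against a fold of 1.2, which is a stricter null. The replicate block gave 3179 genes, within 1.5 times. Without a test, 5054 genes were past a fold of 1.2, with 4638 to 5679 across the other settings and 5133 to 5499 across the 4 fits that each left out 1 library. SIRT1 fell under every alternative, from -1.96 to between -2.37 and -1.90, and from -2.02 to -1.90 across the 4 fits that each left out 1 library. Leaving out a library leaves 1 in its group, so the tested numbers have no such fits.

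The number of shifted lists was 2. It was 8 with the fry rotation test, which asks whether a list changed at all and not whether it changed more than other genes. Those were the S-phase, G2/M, tumor suppressor, epithelial-mesenchymal, lysosome, core autophagy, interferon response and p53 target lists. The number of shifted lists was 0 with the estimated inter-gene correlation. It was 1 with quantile normalization, median-of-ratios, upper-quartile or equal-sum scaling and the length adjustment with or without the block. In those 6 settings the G2/M list was lost, with adjusted p-values from 0.0780 to 0.120, and the S-phase list kept its direction and its call.

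Beyond those 8 genes, signs were followed only for the named genes and lists, and those that reversed did not pass the threshold as reported. Sign changes of other genes that did not pass, and of unnamed genes without 1 library, were not counted. Log2 fold changes near 0 turned negative for CUL4B, DDB1, POU5F1, PRDM2 and FEZ1. With median-of-ratios scaling they were -0.0664, -0.0269, -0.0592, -0.0643 and -0.0313 in that order, with upper-quartile scaling -0.0596, -0.0200, -0.0529, -0.0581 and -0.0261, with equal FPKM sums -0.0411, -0.0011, -0.0356, -0.0412 and -0.0117, and with the GC adjustment, with or without the block, -0.0299, -0.0294, -0.0712, -0.0683 and -0.0524. With quantile normalization CUL4B, DDB1, POU5F1 and PRDM2 were at -0.0563, -0.0168, -0.0518 and -0.0299. With the length adjustment, with or without the block, POU5F1 was at -0.1186. Across the 4 fits that each left out 1 library, values crossed 0 for CUL4B (-0.1322 to 0.17), POU5F1 (-0.0897 to 0.1324), NANOG (-0.2904 to 0.2123), GRHL3 (-0.1222 to 0.0106), CUL4A (-0.0871 to 0.0028), MOB1A (-0.0848 to 0.0058), DLG1 (-0.087 to 0.0726), KLF4 (-0.117 to 0.0026), FOXO3 (-0.1816 to 0.0677), AFDN (-0.2978 to 0.0607), FEZ1 (-0.124 to 0.2) and PRDM2 (-0.0051 to 0.0323). The lysosome and p53 target lists changed from down by camera to up by fry, both with an adjusted p of 0.03774, and the p53 list was also up with no filter on low values (adjusted p 0.8681). For the lysosome list the median log2 fold change of 0.0579 lay above 0 but below the median of all genes, 0.0743, so its direction differs between a test against 0 and a test against other genes. The median-of-ratios, upper-quartile and equal-sum scalings apply 1 factor per library and so lower all genes together, which moved the median of all genes from 0.0743 to -0.002, 0.0039 and 0.0207, and this shift accounts for the genes that turned negative under them. Quantile normalization and the GC and length adjustments lowered the median of all genes too, to 0.019, 0.0044 and 0.0086, by amounts that differ between genes. For the p53 list, with a median of 0.0911, the cause was not tested.

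Counting each gene once per alternative, 7 further results became stronger, for MYC, EPCAM and MAP1LC3B, and 3 weaker, for SIRT2 and RBX1. Counting each list once per alternative, 4 results became stronger, all with the fry rotation test. A further 8 became weaker, all of them for the G2/M list or the S-phase list. The depth of 8770000 to 9140000 reads limits genes such as SOX2, PROM1, PRRX1 and CTNNA3, which had at most 6 reads in any library.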

Other observations

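The tests of the scaling and of the row order were chosen only after their result was seen. The others below were written down before the value they measure was computed, but after the pattern they bear on had been noticed.

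At a fold change above 1.2 and p under 0.001, 1367 genes were higher and 840 lower in siSIRT1. Both are lower than the values quoted from the study above. With the replicate block, 2020 were higher and 1159 lower. Counts by fold alone, without a test, came nearer. They were 3506 higher and 2157 lower with no filter on low values, and 3510 and 2169 with a pseudocount of 0.1. Under median-of-ratios scaling the counts by fold alone were 2240 and 2510. Why the numbers differ from those of the study was not tested.

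A heptamer in 3' UTRs marked genes that fell. The sequence CAAACAA had the lowest z of 16193 heptamers, at -11.4, and 1774 of 11902 genes carried it. Their adjusted log2 fold change was 0.12 below that of the other genes. The next were overlapping sequences, AAACAAA at -9.09 and TCAAACA at -7.67, while the highest z of any heptamer was 4.69. In the 4 pairs of a siSIRT1 and a Control library z ran from -11.4 to -10.5, and it was 0.51 between the Control libraries and -0.67 between the siSIRT1 libraries. Of the genes with the heptamer 20% were called lower and 11% higher, against 11.9% and 26.5% of those without. It was present in 354 of 1560 genes called lower (22.7%), against 14.9% of the genes compared. Of the named genes CD44, CDH2, MYC, KLF4, MOB1A and NANOG carry it, and CD44 and CDH2 were called lower. IGF2, PPP1R1B, SPARC, IGFBP4, FHL1, AXIN2, VIM and SQSTM1, which were also called lower, do not.

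Technical and biological readings of the heptamer were compared. With the fractions of the 4 bases and 16 dinucleotides of the 3' UTR as covariates z was -11.2, so base composition does not account for it. The heptamer also had the lowest z of the 21 heptamers made of the same bases, with the next at -6.79, although its lowest place was already known. Genes with the heptamer in the coding sequence alone fell 0.234 times as much as genes with it in the 3' UTR alone, which leaves little for an effect outside 3' UTRs. In the 3' UTR the mean adjusted log2 fold change was 0.02 with 0 copies (10128 genes), -0.08 with 1 copy (1341 genes) and -0.15 with 2 or more (433 genes). Set against genes without it, genes in which an A follows the heptamer differed by -0.15 (standard error 0.01), with T by -0.12 (0.02), with G by -0.09 (0.02) and with C by -0.05 (0.02), so A and T were not set apart. The lower values in 3' UTRs and with more copies are in line with pairing of the seed of a small RNA, and a candidate explanation is an off-target effect of a strand aimed at SIRT1. A guide strand with this seed that is aimed at SIRT1 needs the heptamer in SIRT1 itself. The other strand of an siRNA would need its reverse complement there, which was not searched for. The SIRT1 transcript holds 1 copy of CAAACAA, in the coding part of exon 9 (GRCh37 chromosome 10, 69676337 to 69676343). The heptamer alone is weak evidence, since 27.6% of 1822 transcripts within 10% of its length also hold it. With the base on either side the SIRT1 site reads TCAAACAAA, which also contains AAACAAA and TCAAACA and occurs in 2.6% of those transcripts, but this longer sequence was chosen after the site had been seen. A change in a cellular microRNA was not tested and remains open.

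The siRNA sequence that the study lists for SIRT1 does not carry this seed. The heptamer that pairs with positions 2 to 8 of its guide strand, CCTTTGC, was present in 1873 genes and had a z of 1.94, at percentile 93.8 from the lowest of all heptamers, where the lowest 1% had been set as the mark of an off-target effect. The heptamer of the other strand, CATGACA, had a z of -0.62. The siRNA in these libraries may therefore have been another than the one listed, which the expression values alone cannot settle. Until it is known, changes in genes such as CD44 cannot be told apart from an off-target effect by their size or p-value.

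As many as 4521 genes passed the threshold and more rose than fell. After adjustment for GC content 4559 genes passed, and after adjustment for transcript length 4673, although Spearman's rho across genes was -0.184 between log2 fold change and length and 0.02 with GC content. Estimated depth differed between the groups by 2.3%. None of these accounts for the number of calls. Of the 2 splits that part both same-numbered pairs, 1 gave as many genes, the real one. The crossed split gave 0 genes, with 16 at an unadjusted p under 0.05, and the split by replicate number, which keeps the pairs together, gave 0, with 31. Both other splits place the difference between the groups inside each arm, which widens the residual spread, so their numbers carry no information and this count cannot separate the result from chance. For genes with 300 to 3000 reads, the squared difference was at least 30.2 times counting noise between groups, against 1.87 times within Control and 6.27 times within siSIRT1. Rises made up 49.6% of the calls after median-of-ratios scaling, but that scaling centers the fold changes, as the GC and length adjustments do, so a near-even split was fixed in advance and the excess of rises cannot be told apart from the scaling of the FPKM values.

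SERF1A ranked among the 5 largest rises, but its sum with SERF1B changed only 1.075-fold. A candidate explanation is that reads of the near-identical copies were divided differently among them in each library.

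ID2 and ID3 were among the largest rises, and ID1, chosen after its value was seen, rose from 97.2 ± 5.13 to 480 ± 24.2 FPKM (SD, n = 2). A list of other BMP/SMAD target genes, written after the ID genes were seen and without them, was also higher in siSIRT1, with 9 of 11 tested genes higher, a median log2 fold change of 0.56 and a camera p of 0.00598 (adjusted over 3 added lists 0.00898, 0.00673 unadjusted with the replicate block and 0.00274 with quantile normalization). ACTB and MYL9, also chosen after their values were seen, rose from 3497 ± 9.57 to 4498 ± 195 FPKM and from 23.8 ± 1.45 to 143 ± 9.07 FPKM. A list of other actin and SRF target genes had 12 of 14 genes higher, a median of 0.40 and a camera p of 0.00118 (adjusted 0.00354, 0.000419 unadjusted with the block and 0.000652 with quantile normalization). ANKRD1, the largest rise at pseudocount 1, is a target of YAP and TAZ, but a list of their other targets was not higher. In that list 7 of 19 genes were higher and 12 lower, with a camera p of 0.0821 in the downward direction (0.0479 with the block). The rises may thus reflect BMP/SMAD and SRF activity more than YAP/TAZ activity. The 3 added lists were not tested with the inter-gene correlation estimated from the data, under which 0 of the 12 lists fixed in advance passed. Nor were they tested under the other scalings or the GC and length adjustments. Whether the rises follow from loss of SIRT1 or from an off-target effect as above was not tested.

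The 4 tables list genes in an identical order that falls with expression (Spearman's rho between row and FPKM from -0.985 to -0.980 across genes), but none is sorted on its own values. Among 6232 genes with a mean of at least 10 FPKM, CUL4B stood furthest below its rank, at row 10549 against rank 2703, or 7846 rows. ANKRD1 followed with 6707 rows. The rows may have been sorted on a measure that included other libraries in which CUL4B was low, but this was noticed on the same order and could not have come out otherwise, so the explanation stays open. The FPKM values of CUL4B in these libraries did not differ between groups.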
